# Oocyte mitochondria link maternal environment to offspring phenotype

**DOI:** 10.21203/rs.3.rs-4087193/v1

**Published:** 2024-03-29

**Authors:** Jason F. Cooper, Kim Nguyen, Darrick Gates, Emily Wolfrum, Colt Capan, Hyoungjoo Lee, Devia Williams, Chidozie Okoye, Andrew P Wojtovich, Nicholas O. Burton

**Keywords:** Intergenerational, *C. elegans*, oocyte, mitochondria, AMP kinase, insulin, *isp-1*, *nduf-7*, *nuo-6*, *mev-1*, *gas-1*, *daf-2*, *aak-2*

## Abstract

During maturation oocytes undergo a recently discovered mitochondrial proteome remodeling event in flies^1^, frogs^1^, and humans^2^. This oocyte mitochondrial remodeling, which includes substantial changes in electron transport chain (ETC) subunit abundance^1,2^, is regulated by maternal insulin signaling^1^. Why oocytes undergo mitochondrial remodeling is unknown, with some speculating that it might be an evolutionarily conserved mechanism to protect oocytes from genotoxic damage by reactive oxygen species (ROS)^2^. In *Caenorhabditis elegans*, we previously found that maternal exposure to osmotic stress drives a 50-fold increase in offspring survival in response to future osmotic stress^3^. Like mitochondrial remodeling, we found that this intergenerational adaptation is also regulated by insulin signaling to oocytes^3^. Here, we used proteomics and genetic manipulations to show that insulin signaling to oocytes regulates offspring’s ability to adapt to future stress via a mechanism that depends on ETC composition in maternal oocytes. Specifically, we found that maternally expressed mutant alleles of *nduf-7* (complex I subunit) or *isp-1* (complex III subunit) altered offspring’s response to osmotic stress at hatching independently of offspring genotype. Furthermore, we found that expressing wild-type *isp-1* in germ cells (oocytes) was sufficient to restore offspring’s normal response to osmotic stress. Chemical mutagenesis screens revealed that maternal ETC composition regulates offspring’s response to stress by altering AMP kinase function in offspring which in turn regulates both ATP and glycerol metabolism in response to continued osmotic stress. To our knowledge, these data are the first to show that proper oocyte ETC composition is required to link a mother’s environment to adaptive changes in offspring metabolism. The data also raise the possibility that the reason diverse animals exhibit insulin regulated remodeling of oocyte mitochondria is to tailor offspring metabolism to best match the environment of their mother.

## Results

While diverse animals (including humans) remodel their mitochondrial proteome in oocytes^1,2^, the physiological relevance of this phenomena is unknown. A recent study speculated that ETC remodeling prevents the generation of reactive oxygen species (ROS) that might otherwise cause heritable genetic damage^2^. However, this hypothesis is untested. Studies in flies and frogs have demonstrated that oocyte mitochondrial proteome remodeling is linked to maternal insulin signaling^1^. If mitochondrial proteome remodeling in oocytes exists to prevent ROS-mediated genotoxicity, then it remains unclear why such a process would be linked to an environmentally responsive somatic signaling pathway like insulin signaling and not simply part of normal gametogenesis. Recently, we found that maternal *C. elegans* exposure to osmotic stress leads to a 50-fold increase in offspring survival in response to future osmotic stress via a mechanism that also depends on insulin signaling to oocytes^3^. Since then, reduced insulin signaling to oocytes was similarly found to promote an offspring adaptation to nutrient stress in fruit flies^4^. Based on these findings across different species and for different environmental stressors, we hypothesized that changes in insulin signaling to oocytes might be an evolutionarily conserved mechanism to promote adaptive changes in offspring metabolism that prepare offspring for their mother’s current, external environment. Furthermore, we hypothesized that these effects might be transmitted to offspring by remodeling mitochondrial ETC composition in oocytes.

### Maternal environment alters offspring mitochondrial protein abundance

If a mother’s environment regulates offspring’s ability to adapt to osmotic stress via changes in oocyte mitochondrial protein composition, then we hypothesized that some changes in mitochondrial protein composition might still be detectable in offspring. To test this hypothesis we performed global proteomics profiling on ~50,000 embryos (n = 8 replicates each) collected from parents that were exposed to normal laboratory conditions (50 mM NaCl), and parents exposed to mild osmotic stress (300 mM NaCl). We detected peptides matching 7,161 *C. elegans* proteins and found that the abundance of 371 proteins was significantly (*padj* < 0.01) changed in the offspring of parents exposed to 300 mM NaCl (Fig. 1a and Supplementary Table 1). These 371 proteins included glycerol-3-phosphate dehydrogenase GPDH-2^3^, the O-GlcNAc transferase OGT-1^5^, and the late embryo abundant protein LEA-1^6^ (Fig. 1a), all of which participate in the osmotic stress response. In addition to these known osmotic stress proteins, we discovered that the majority of regulated proteins were related to animal metabolism and that mitochondria was the most common cellular localization site for differentially abundant proteins (Fig 1b and Supplementary Table 1). Differentially abundant mitochondrial proteins included two subunits of ETC complex II (SDHA-1 and SDHA-2) and two subunits of complex V (ASG-2 and MAI-2; Fig. 1a). Thus, parental exposure to osmotic stress alters the abundance of metabolic and mitochondria-localized proteins in offspring.

When we compared these proteomics data to our previous embryo RNA-seq data (from parents exposed to either 50 mM or 300 mM NaCl^3^), we found that only 106 of the 371 proteins had a corresponding change in mRNA abundance (Supplementary Fig. 1a). It is possible that the observed discrepancy between proteomic and RNA-seq data is an artifact of rapid mRNA degradation of mRNA contributed from oocytes. Thus, we also manually dissected oocytes from wild-type animals exposed to either 50 mM or 300 mM NaCl and performed oocyte RNA-seq to capture “earlier” mRNA expression patterns (Supplementary Fig. 1b). 

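RNA was taken from oocytes that had been cut from the gonad arm with a small amount of gonadal sheath attached, so each library holds oocyte RNA and some sheath RNA. The sample labels list 17 libraries, 8 from animals exposed to 300 mM NaCl and 9 from control animals. The labels give the treatment of the latter as control culture, and the paper gives the control concentration as 50 mM NaCl. The general protocol text that the labels repeat for every library names 300 mM NaCl. In each group the libraries carry 3 replicate numbers, with letters within a number, and the supplement states 3 replicates per condition, each of 3 oocytes from a single animal. It does not say whether a replicate is a number or a letter in the labels, and the paper's text does not name which libraries entered the comparison. The labels describe a stranded total RNA kit for very small inputs. The authors aligned the reads to the WBcel235 genome, quantified them with STARsolo, removed genes with fewer than 10 reads across all samples and compared the groups with DESeq2. The authors' deposited table gives, for 21459 genes, the mean normalized count over the libraries entered, the log2 fold change of 300 mM over 50 mM NaCl, its standard error, a Wald score, a p-value and an adjusted p. It gives no value of any library, so the depth of each library is unknown and no test across libraries was run. The mean normalized counts sum to 4414705, which describes an average library after scaling and not the depth of any library. From the table, the adjusted p was recomputed in other ways, an interval of 1.96 standard errors was drawn around the log2 fold changes, and gene lists fixed before the data were examined were compared with random gene lists. Of the identifiers, 21399 were found in the WBcel235 annotation, which gave positions and gene types.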

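At the adjusted p of 0.01 that the legend of Supplementary Fig. 1 gives, 64 genes passed in the authors' deposited table, 20 with higher and 44 with lower mRNA abundance at 300 mM NaCl. At 0.05, the alternative that raised the count most, 170 genes passed in the authors' deposited table, 57 higher and 113 lower. Recomputing the adjustment from the p-values moved the first count to 56 when Benjamini-Hochberg adjustment covered every gene, and to 23 under Bonferroni correction. Of the 64 genes, 59 are annotated as protein-coding. The smallest p belonged to *hsp-16.2* (WBGene00002016, chromosome V from 1804334 to 1804957), whose log2 fold change in the authors' deposited table was -5.89 (standard error 0.62, adjusted p = 1.93e-17). Its neighbour *hsp-16.41* (chromosome V from 1805178 to 1805875) had a log2 fold change of -5.04 (standard error 0.56, adjusted p = 4.04e-15) in the authors' deposited table. Both encode small heat-shock proteins of a family with similar members, between which reads could be split. The other genes that fell with the smallest p were *Y71F9AL.6*, *gst-30* and *ins-34*, with log2 fold changes of -1.63, -2.09 and -1.81 in the authors' deposited table. *Y71F9AL.6* overlaps *arx-1* and *ins-34* overlaps *nkcc-1*, each on the opposite strand, and the paper does not state whether the counting used strand. Among the genes that rose, the smallest p belonged to *snf-3* (WBGene00004902, chromosome II from 1092006 to 1097899), with a log2 fold change of 3.82 (standard error 0.44, adjusted p = 2.34e-14) in the authors' deposited table. It was followed in the authors' deposited table by *pgph-3* (log2 fold change 3.97), *coq-6* (0.54), *C07H6.9* (1.98) and *dhs-21* (2.14). Of these, *dhs-21* overlaps *R11D1.10* on the opposite strand. Each of these 10 genes also passed 0.01 under the Bonferroni correction.

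**Figure D1:**
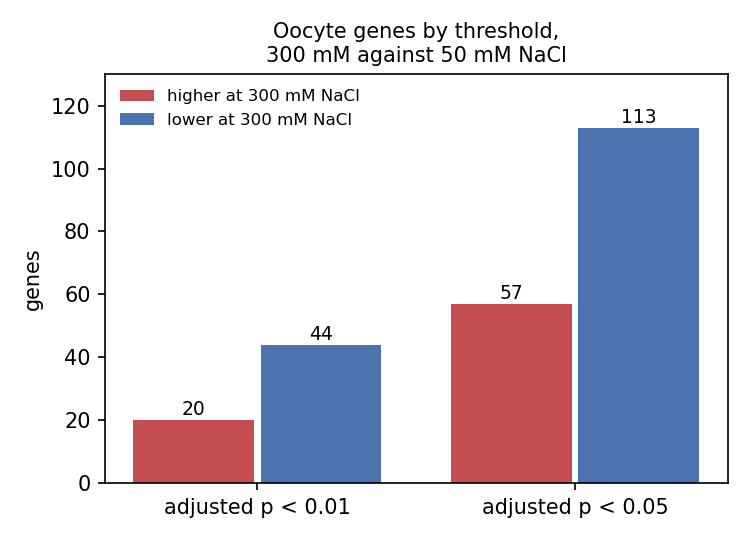
Number of oocyte genes (vertical axis) under an adjusted p of 0.01 and of 0.05 in the authors' deposited table, with genes higher at 300 mM NaCl in red and genes lower at 300 mM NaCl in blue. At either threshold more genes were lower (44 and 113) than higher (20 and 57).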

We identified 169 differentially expressed genes in oocytes from parents exposed to osmotic stress (Supplementary Fig. 1c and Supplementary Table 2). However, only 5 of these 169 differentially expressed genes overlapped with changes in protein abundance in embryos (Supplementary Fig. 1d). 

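The protein abundances were not used here, so the overlap was looked at from the mRNA side for the 7 proteins that the paper names as changed in embryos (GPDH-2, OGT-1, LEA-1, SDHA-1, SDHA-2, ASG-2 and MAI-2, Fig. 1a). None of their genes passed an adjusted p of 0.05 in the authors' deposited table, and 0 of the 7 had an unadjusted p under 0.05. Adjusting over these 7 genes alone had to give 0 genes under 0.05, because an adjusted p is never below the unadjusted p. The smallest p of the 7 in the authors' deposited table belonged to *sdha-2* (WBGene00016392, chromosome I from 10683270 to 10685587), with a log2 fold change of 0.21 and p = 0.0762, and its 95% interval ran from -0.02 to 0.45. For *ogt-1* (chromosome III from 7145842 to 7153797) and *lea-1* (chromosome V from 10011923 to 10028168), the log2 fold changes in the authors' deposited table were 0.27 and 0.18, with intervals from -0.07 to 0.61 and from -0.03 to 0.39. *lea-1* overlaps other annotated genes on both strands. For *mai-2* (chromosome IV from 3385910 to 3386901), it was 0.11 in the authors' deposited table, with an interval from -0.13 to 0.35. The intervals of the X-linked genes were wider. For *sdha-1* (chromosome X from 8542757 to 8546021) the interval ran from -0.75 to 0.65, and for *asg-2* (chromosome X from 6841258 to 6842121) from -0.85 to 0.74. A change of 0.27, the estimate for *ogt-1*, was therefore not detectable for either. The interval of *ogt-1* also crosses 0, so no change was established for that gene.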

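*gpdh-2* (WBGene00010778) lies on the reverse strand of chromosome III from 9854074 to 9859183 in WBcel235 and overlaps no other annotated gene. It had a mean normalized count of 819 over the libraries in the authors' deposited table. Its log2 fold change at 300 mM over 50 mM NaCl in the authors' deposited table was 0.09 (standard error 0.08, p = 0.276, adjusted p = 0.847). The 95% interval from this standard error ran from -0.07 to 0.26. With Benjamini-Hochberg adjustment over every gene, the adjusted p computed from the authors' deposited table was 0.901. Relative to the median of genes with a mean normalized count of at least 10, the log2 fold change was 0.10. It was -0.14 relative to the median of the nuclear OxPhos and ribosomal protein genes, a reference that lies at 0.23. The embryo mRNA data were not used here.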

Interestingly, *gpdh-2* did not exhibit an increase in mRNA abundance in either oocytes or embryos (Supplementary Figure 1)^3^, even though GPDH-2 protein is more abundant in the offspring of parents exposed to 300 mM NaCl (Fig. 1a) and GPDH-2 is functionally required for animals to intergenerationally adapt to osmotic stress^3^. Proteomics therefore identifies functionally relevant changes in offspring protein abundance that cannot be inferred from RNA-seq data alone.

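The nuclear genes of OxPhos subunits were taken as a list of 44 genes, all of which had a mean normalized count of at least 10. None of the 44 passed an adjusted p of 0.05 in the authors' deposited table, and 0 had an unadjusted p under 0.05. Their median log2 fold change was 0.05, or -0.18 relative to a reference that pools them with the higher ribosomal protein genes, and 32 of the 44 were higher at 300 mM NaCl. That median lay at percentile 98.4 among the medians of 10000 random lists of the same size matched on mean normalized count, of which the central 95% ran from -0.05 to 0.04. By complex, the percentile was 85.5 for the 14 complex I genes, 78.3 for complex II, 84.8 for complex III, 76.5 for complex IV and 98.5 for complex V. For the whole list, the percentile fell to 93.9 with lists not matched on mean expression and to 95.4 with the mean of the list. Both lie within the central 95% of random lists. The percentile was 98.8 for genes with a mean of at least 100, 98.5 with no filter and 99.1 with the Wald score. Genes of a list can vary together between libraries, so the percentile describes the list and is not a test across animals. The ETC genes whose mutants the paper studies include *sdha-2* and *asg-2*, whose intervals are given above. For the others, the log2 fold changes in the authors' deposited table were -0.23 for *gas-1*, -0.06 for *nuo-6* and 0.04 for *nduf-7*. They were 0.15 for *mev-1* and 0.11 for *isp-1*. Of these others, the X-linked *gas-1* had the widest interval, from -0.92 to 0.47, though that of *asg-2* was wider. A list of 19 genes held genes whose protein or mutant the paper studies, and *asg-1*, which it only names. Over these 19 genes, the log2 fold changes in the authors' deposited table ran from -0.28 (*daf-2*) to 0.27, and 0 had an unadjusted p under 0.05. The paper points to the small overlap between oocyte mRNA and embryo protein, and to GPDH-2 protein rising without its mRNA. It adds that the adaptation requires GPDH-2, and concludes that proteomics finds functionally relevant protein changes in offspring that RNA-seq alone cannot reveal.

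**Figure D2:**
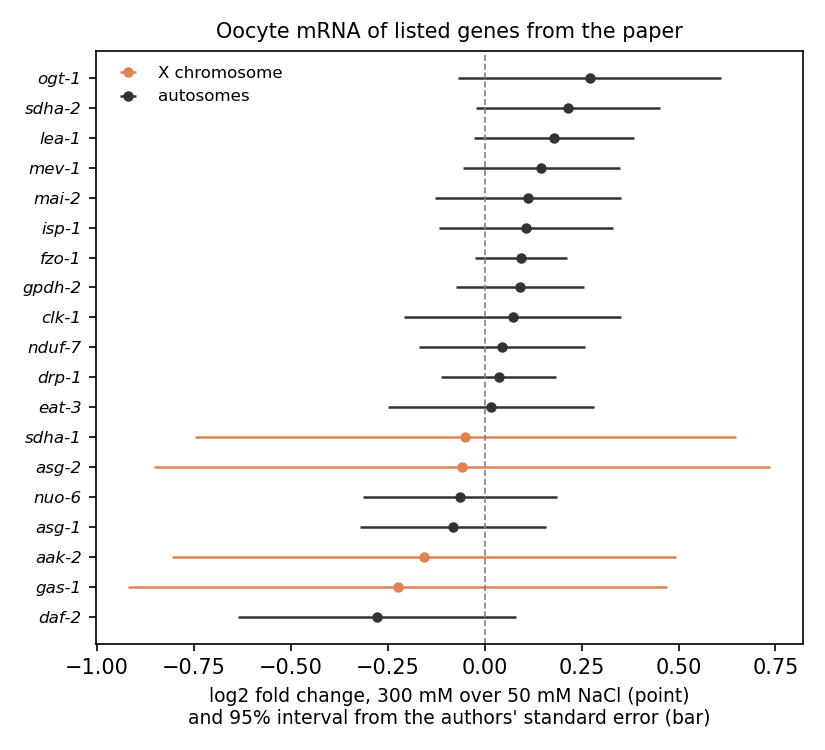
Log2 fold change of oocyte mRNA at 300 mM over 50 mM NaCl (horizontal axis) for 19 listed genes, from the authors' deposited table. The paper studies the protein or mutant of each except *asg-1*, which it only names. Bars show 1.96 of the authors' standard errors on each side, and X-linked genes are in orange. Every bar crosses 0, and the 4 X-linked genes (*aak-2*, *asg-2*, *gas-1* and *sdha-1*) have the widest bars.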

### Oocyte ETC composition affects offspring response to stress

Our proteomics data suggested that changes in mitochondrial ETC composition or function might be required for animals to intergenerationally adapt to osmotic stress. To test this hypothesis, we took *C. elegans* mutants with known point mutations in ETC complex I (*gas-1*^7^, *nuo-6*^8^, *nduf-7*^9^), complex II (*mev-1*^10^, *sdha-2*), complex III (*isp-1*^11^), and complex V (*asg-2*), and assayed whether they could intergenerationally adapt to osmotic stress. As we found previously^3^, >99% of wild-type embryos collected from parents grown under normal laboratory conditions (50 mM NaCl) enter a reversible and stress-resistant state of near suspended animation in response to 500 mM NaCl after hatching (Fig. 1c). This response helps animals survive otherwise lethal exposure to osmotic stress^3^. By contrast, parental exposure to mild osmotic stress (300 mM NaCl) generates offspring that are resistant to osmotic stress, and bypass this state of near suspended animation^3^ (Fig. 1c). Point mutations in *gas-1(fc21), nuo-6(qm200), nduf-7(et19), mev-1(kn1)*, and *isp-1(qm150)* resulted in animals that were unable to adapt to osmotic stress (Fig. 1c). ASG-2 and SDHA-2 proteins were elevated in the offspring of wild-type parents exposed to 300 mM NaCl (Fig. 1a), and we also found that mutations in *asg-2(tm1472)* and *sdha-2(tm1420)* reduced animals capacity to adapt to osmotic stress relative to wild-type offspring from parents exposed to 300 mM NaCl (Fig. 1c). (Note, in *C. elegans* ASG-2 and SDHA-2 are partially redundant with ASG-1 and SDHA-1 respectively). In contrast to mutations in subunits of complexes I, II, III, and IV, we found that mutations in Coenzyme Q synthesis (*clk-1(qm30)*), mitochondrial fission (*drp-1*), and mitochondrial fusion (*eat-3*) genes did not disrupt animal’s ability to adapt to osmotic stress, while a mutation in the mitochondrial fusion gene *fzo-1* slightly enhanced the adaptive response (Fig. 1c). We conclude that proper function of complexes I, II, III, and V of the mitochondrial oxidative phosphorylation (OxPhos) machinery is required for animals to intergenerationally adapt to osmotic stress.

Previous studies found that animals with ETC mutations (*nuo-6* and *isp-1*) are resistant to and survive exposure to 500 mM NaCl better than wild-type animals^12,13^. However, our findings indicate that the same mutant animals cannot bypass entry into a state of near suspended animation in response to 500 mM NaCl even when their parents were exposed to 300 mM NaCl (Fig. 1c). Since we previously found that stress-induced near suspended animation promotes animal survival at 500 mM NaCl^3^, we hypothesized that these two seemingly contradictory results might be because OxPhos dysfunction favors animal entry into a protective suspended animation in response to osmotic stress. If true, then OxPhos mutants should enter suspended animation at NaCl concentrations that are normally tolerated by wild-type animals, in the same way that 100% of insulin receptor (*daf-2*) mutant animals enter suspended animation in response to 300 mM NaCl even though 0% of wild-type animals enter this state under the same conditions^3^. To test this, we exposed wild-type, *nuo-6, nduf-7, gas-1, mev-1*, and *isp-1* mutant animals to 300 mM, 350 mM, and 400 mM NaCl, and quantified the number of mobile and developing animals after 48 hours of exposure to osmotic stress. Consistent with our hypothesis, we found that >50% of *isp-1(qm150)* mutants entered the near suspended animation state at 300 mM NaCl, a condition where 100% of wild-type animals develop normally (Fig 1d). *gas-1(fc21), nduf-7(et19), nuo-6(qm200),* and *mev-1(kn1)* mutants were more prone than wild-type animals to enter developmental arrest in response to 350 mM and 400 mM NaCl, but these effects were relatively subtle compared to *isp-1(qm150)* mutants (Fig. 1e). To rule out that the observed phenotype was due to background mutations in the *isp-1(qm150)* strain, we used CRISPR/Cas9 to recreate the P225S mutation in *isp-1* in wild-type animals, and confirmed that this newly and independently generated mutant behaves the same as *isp-1(qm150)* (Fig. 1f). To test if ETC mutants cause defects in animals’ response to osmotic stress due to a global loss of ATP abundance or due to defects in glycerol metabolism we profiled the abundance of these metabolites in wild-type and *isp-1* mutant embryos from parents exposed to 50 mM and 300 mM NaCl (*isp-1* mutants were the most sensitive to osmotic stress (Fig. 1d-e)). However, we found that the global ATP/ADP ratio was slightly increased in *isp-1* mutant animals and that *isp-1* mutants had no changes in either baseline glycerol abundance or the ability to increase glycerol abundance in response to osmotic stress (Supplementary Figure 2). We conclude that ETC function regulates *C. elegans* decision to enter a protective near suspended animation like state in response to osmotic stress and the effects of ETC dysfunction on animals’ response to osmotic stress are not due to a global loss of ATP abundance or due to a defect in glycerol metabolism.

We previously found that insulin signaling to oocytes regulated whether or not *C. elegans* enter a suspended animation like state in response to osmotic stress^3^. To test if ETC subunits might also function in oocytes to regulate offspring response to osmotic stress we expressed a wild-type copy of *isp-1* specifically in germ cells using the *pie-1* promoter in *isp-1(qm150)* mutant animals. We found that this germ cell specific expression was sufficient to rescue the defects caused by the *isp-1(qm150)* mutation (Fig. 1f). We conclude that altering germline ETC subunit composition is sufficient to alter offspring response to osmotic stress at hatching.

If mitochondrial function or composition in oocytes regulates offspring response to osmotic stress after hatching, then disruption of maternal, but not paternal, mitochondrial function should disrupt offspring adaptation to osmotic stress. To test this, we used a series of genetic crosses similar to those we previously used to find that the insulin-like receptor DAF-2 functions in oocytes to regulate *C. elegans* intergenerational adaptation to osmotic stress^3^. Briefly, we previously found that 100% of *daf-2(e1370)* homozygous mutant animals enter a state of near suspended animation in response to even mild osmotic stress (300 mM NaCl – see Fig. 2a and^3^). This sensitivity to developmental arrest is due to a loss of insulin signaling to intestinal cells which drives arrest^3^. However, when *daf-2* mutant mothers are crossed with wild-type males it results in offspring that are resistant to developmental arrest even at 500 mM NaCl (Fig. 2a and^3^). This unusual maternal effect that is distinct from either the maternal or paternal phenotype is because heterozygous *daf-2/+* offspring have functional insulin signaling to intestinal cells which reveals a previously masked maternal effect of reduced insulin signaling to oocytes on offspring response to osmotic stress^3^. In other words, the loss of insulin signaling to oocytes triggers the same intergenerational adaptation to osmotic stress as maternal exposure to 300 mM NaCl even when parents are not exposed to any osmotic stress (See Burton et al., 2017 for details^3^). To test if test if ISP-1 is required maternally to promote offspring adaptation to osmotic stress we first attempted to generate *daf-2(e1370); isp-1(qm150)* homozygous double mutant animals. However, we found that such double mutant animals were sterile. Nonetheless, we were able construct *daf-2(e1370); isp-1(qm150/+)* animals that were heterozygous for the *isp-1(qm150)* mutation. We found that when *daf-2(e1370); isp-1(qm150/+)* mutants were crossed with wild-type males then 99% of offspring that inherited the *isp-1(qm150)* mutation from their mothers arrested their development at 500 mM NaCl (Fig. 2a – column 7). This effect was due to the maternal presence of the *isp-1(qm150)* mutation because genetically identical offspring that inherited the *isp-1(qm150)* mutation from their fathers showed no defect in adapting to 500 mM NaCl (Fig. 2a – column 6). We conclude that the function of maternally expressed *isp-1* regulates offspring response to osmotic stress. Importantly, the offspring enter the state of suspended animation in response to osmotic stress only after hatching. To our knowledge, this is the first example of maternal OxPhos machinery affecting an offspring phenotype that arises *after* completing embryonic development.

To test if our findings for *isp-1(qm150)* were unique to ETC complex III or the *isp-1(qm150)* mutation, we performed analogous crosses and tests with the *nduf-7(et19)* mutants that were most similar to wild-type animals in their naïve response to osmotic stress (Fig. 1f). In this case, *daf-2(e1370); nduf-7(et19)* double mutants were homozygous viable. When these double mutant mothers were crossed with wild-type males, none of the offspring bypassed suspended animation in response to 500 mM NaCl (Fig. 2b, column 5). However, genetically identical offspring that inherited the *nduf-7 (et19)* mutation from the father were able to adapt to 500 mM NaCl (Fig. 2b, column 6). Thus, maternal dysfunction in either ETC complex I (*nduf-7*) or complex III (*isp-1*) blocks the intergenerational adaptation to osmotic stress.

### ETC mutations alter the abundance of diverse mitochondrial proteins

Disruptions in diverse subunits of complexes I, II, III, and V all blocked animals’ ability to intergenerationally adapt to osmotic stress even though these mutations have very different effects on other animal phenotypes like aging. We hypothesized that one possible explanation for this discrepancy is because all of these mutations might themselves alter the abundance of ETC complexes or subunits either directly or indirectly as part of biological mechanisms to compensate for or tolerate mutations in these ETC genes. In this case then any mitochondrial remodeling that occurs to allow toleration of mutations in these diverse ETC subunits might also prevent the normal mitochondrial remodeling in oocytes/embryos that occurs in response to osmotic stress. If true, then we also hypothesized that mutations in these ETC subunits should also result in mitochondrial remodeling whether or not animals are exposed to osmotic stress. To test this hypotheses, we performed unbiased, global proteomics on wild-type, *isp-1(qm150), nuo-6(qm200)*, and *nduf-7(et19)* mutant embryos,. We found that 146 proteins exhibited significant changes in abundance in all three mutant backgrounds relative to wild-type embryos (Fig. 2c). Forty-five of these 146 proteins localize to mitochondria, including multiple subunits of complex I. These findings are consistent with our hypothesis that mutations in diverse ETC subunits all result in substantial changes in the abundance of mitochondrial proteins, either indirectly or as part of a mechanism to compensate for abnormal ETC function. Of the 146 proteins that change in abundance in all three ETC mutants, twenty-four were also among the 371 proteins that exhibited altered abundance in the offspring of parents exposed to 300 mM NaCl (Fig. 1a), suggesting that mutations in ETC subunits also affect the abundance of dozens of proteins that are regulated by osmotic stress (Fig. 1a and Supplementary Table 3). Notably, complex 1 mutations (*nuo-6, nduf-7*) reduced the abundance of most other complex I subunits (including *nuo-6* and *nduf-7,* respectively; Figs. 2d, 2e, and Supplementary Table 3), and 80% of the protein changes in *nduf-7(et19)* mutants were also observed in *nuo-6(qm200)* mutants. By contrast, the *isp-1(qm150)* mutation affected 289 proteins that were not altered in either complex I mutant (*nuo-6, nduf-7*), nor did it alter *isp-1* protein levels (Fig. 2f). We conclude that mutations in diverse ETC subunits change the abundance of many (distinct) mitochondrial proteins, including those that are regulated by maternal exposure to 300 mM NaCl. These findings are consistent with a model in which mutations in diverse ETC subunits all block animals ability to intergenerationally adapt to osmotic stress because they have abnormal compositions of ETC subunits that are part of animals normal adaptation to osmotic stress.

### ETC function modifies animal stress response via AAK-2

To identify additional genes involved in the intergenerational adaptation to osmotic stress, we performed two independent mutagenesis screens. One screen was performed on wild-type animals to identify mutants that could bypass suspended animation when exposed to 500 mM NaCl. The second screen was performed on *isp-1(qm150)* animals to identify suppressor mutants that could bypass suspended animation when exposed to 350 mM NaCl. AMP kinase catalytic subunit *aak-2* alleles were identified from both screens (Fig. 3a-d), and an independent *aak-2(ok529)* deletion allele behaved identically to mutations isolated from our screens (Fig. 3c). AAK-2 is canonically activated *in vivo* by phosphorylating T243^14,15^ (equivalent to mammalian AMPK T172^14–16^) and can be noncanonically activated by oxidation of cysteines by ROS^17,18^. To test if AAK-2 phosphorylation or cysteine oxidation might be required to regulate animal’s response to osmotic stress, we obtained an existing T243A allele of aak-2 generated by CRISPR/Cas9 and, separately, generated a C201S allele of *aak-2* based on the conservation of C201 (in *C. elegans*) across species. We found that T243A mutants behaved like *aak-2* null mutants, while C201S mutants behaved like weak partial loss-of-function mutants (Fig. 3c). We conclude that the canonical phosphorylation site (T243) for activation of AAK-2 is required for AAK-2 to promote entry into a state of near suspended animation in response to osmotic stress. To test if *aak-2* functions maternally or in offspring, we crossed *aak-2(ok529)* mutant mothers with wild-type males, and quantified offspring response to 500 mM NaCl. Offspring from this cross entered suspended animation similar to wild-type animals (Fig. 3e). AMP-kinase activity is well-established to be regulated by changes in ETC activity and these findings support a model in which changes in ETC function regulate *C. elegans* response to osmotic stress by modifying AAK-2 activity in offspring.

### AAK-2 regulates ATP and Glycerol metabolism in response to stress

Among its many functions, AMP-kinase activity regulates animal metabolism in response to stress^19^. To better understand how AMP-kinase activity regulates *C. elegans* intergenerational adaptation to osmotic stress, we performed global metabolomics profiling on wild-type and *aak-2(ok529)* mutant animals before exposure to osmotic stress, after 24 hours of exposure to osmotic stress (500 mM NaCl), and after 48 hours of exposure to osmotic stress (500 mM NaCl). Wild-type and *aak-2* mutant starved animals were used as controls to differentiate between metabolic shifts resulting from a general lack of food from those that specifically occur in response to osmotic stress. Two significant findings emerged from these comparisons. First, we found that *aak-2* was required for maintaining ATP levels in response to both osmotic stress and starvation (Fig. 4a-c). This is consistent with the known function of AMP-kinase signaling. Second, glycerol levels were approximately 2 to 8-fold higher in *aak-2* mutants than in wild-type animals (Fig. 4d-f). These data are consistent with our previous results showing that increased glycerol production in offspring promotes resistance to 500 mM NaCl^3^, and indicate that glycerol abundance is regulated by AAK-2 activity. While it is known that glycerol abundance increases in response to osmotic stress^3,20^, we unexpectedly found that animals in suspended animation metabolized most of their glycerol within 72 hours, and did so in an *aak-2* dependent manner (Fig. 4b). These findings suggest that glycerol is more than just an osmolyte that prevents water loss during osmotic stress and is metabolized by animals that have entered a near suspended animation-like state in response to otherwise lethal osmotic conditions.

We previously found that the glycerol-3-phosphate dehydrogenase GPDH-2 is required for animals to adapt to osmotic stress and bypass the near suspended animation like state in response to 500 mM NaCl^3^. To test if *aak-2* mutants also require GPDH-2 to bypass suspended animation in response to 500 mM NaCl, we placed wild-type, *aak-2, gpdh-2*, and *aak-2; gpdh-2* double mutant embryos at 500 mM NaCl and quantified the number of animals that were mobile and developing after 48 hours. Consistent with our previous findings and with *aak-2* mutants having increased glycerol abundance when compared to wild-type animals, we found that *gpdh-2* was required for *aak-2* mutants to develop at 500 mM NaCl (Fig. 4g). We conclude that AAK-2 regulates glycerol abundance and the intergenerational adaptation to osmotic stress via a GPDH-2 dependent mechanism.

In conclusion, our results support a model (Fig. 4h) where maternal exposure to mild osmotic stress causes reduced insulin signaling to oocytes^3^. Reduced insulin signaling to oocytes changes the abundance of mitochondrial and ETC proteins in oocytes (as it does in flies and frogs^1^), which in turn alters offspring AAK-2 activity to promote animals’ metabolic adaptation to osmotic stress. To our knowledge, this is the first demonstration that changes in oocyte mitochondria ETC composition can drive long-lasting changes in offspring phenotype, without any changes in offspring genotype. These findings change our understanding of mitochondrial inheritance; they suggest that oocytes inherit more than just mtDNA from the mother, and that changes in oocyte ETC composition can transmit environmental information to offspring that tailors offspring metabolism to best match the environment experienced by their mothers.

Intergenerational and transgenerational responses to environmental stress have been reported in diverse species^3,21–38^. Mechanistic follow up studies of these findings to date have largely focused on epigenetic or small RNA based mechanisms (reviewed in^39^). Here, we report a largely novel mechanism regulating an intergenerational adaptation to stress, the transmission of altered mitochondria to offspring via oocytes. This mechanism would neatly explain multiple unanswered questions in the field of intergenerational effects including: Why do some of the most robust known models of intergenerational adaptations to stress (>10-fold increases in offspring survival) only transmit maternally but not paternally^3,21,22,24,40^? And how can environmental information be maintained through gametogenesis and early embryogenesis when there is extensive epigenetic remodeling^41^ ?

The complete extent to which insulin signaling to oocytes and mitochondrial proteome remodeling in oocytes regulates offspring metabolism across species, including in humans, remains unknown. However, the fact that oocyte mitochondrial remodeling in oocytes continues to be identified in all taxa investigated to date, including in humans^2^, suggests that is potentially an evolutionarily ancient phenomena that plays a major role in animal fitness and physiology. Interestingly, recent studies of *D. melanogaster* found that reduced insulin signaling to oocytes increases offspring’s resistance to nutrient stress via a mechanism that depends on changes in the NAD^+^/NADH ratio^4^. Coupled with our findings in *C. elegans*, these two studies indicate that insulin signaling to oocytes regulates two distinct intergenerational responses to stress (osmotic, nutrient) across two diverse taxa (*C. elegans* and *D. melanogaster*)^3,4^. While this general mechanism was the same across these two species, we found that the *C. elegans* adaptation to osmotic stress is mediated by an AMP-kinase dependent mechanism which is normally regulated by changes in the ratio of ATP compared to ADP and AMP. By contrast, the *D. melanogaster* response to nutrient stress appears to be regulated by a different metabolic ratio, the NAD^+^/NADH ratio^4^. This difference suggests the exciting possibility that mitochondrial remodeling in oocytes might be a tunable mechanism that responds to many different environmental inputs across species and that it might drive different and tailored metabolic responses in offspring that tune offspring metabolism to maximize fitness in the environment experienced by their mothers – *i.e.* the environment in which they are about to be born into. Future studies of this phenomena will be critical in determining if oocyte mitochondrial remodeling is in fact tunable in response to different stimuli and the extent to which it impacts offspring metabolism across species. Nonetheless, because a similar mitochondrial remodeling event occurs in human oocytes^2^, these results might help explain why and individual’s risk for metabolic disease (e.g., Type 2 diabetes) has already been epidemiologically linked to a mother’s environment^42,43^.

## Methods

### Strains.

*C. elegans* strains were cultured and maintained at 20 °C unless noted otherwise. The Bristol strain N2 was the wild-type strain. Mutations used in this study: *nuo-6(qm200), nudf-7(et19), gas-1(fc21), mev-1(kn1), sdha-2(tm1420), isp-1(qm150), asg-2(tm1472), clk-1(qm30), fzo-1(tm1133), eat-3(ad426), drp-1(tm1108), daf-2(e1370), aak-2(n6218, n6237, n6251, n6252, bur1, ok524, jbm54[C201S], and stj17[T243A]), him-8(e1489).* The *nT1[qIs51]* balancer was used to maintain *isp-1(qm150)* as a heterozygote in *daf-2(e1370); isp-1(qm150/+). otIs181* was used to confirm cross progeny in experimental crosses as reported previously (reference #3). *Isp-1(syb7165)* is a CRISPR generated recreation of the P225S mutation found in *isp-1(qm150).* sybIs7373 encodes *[Ppie-1-nuo-6 gDNA-tbb-2 3’UTR]* to rescue ISP-1 function specifically in germ cells.

### Offspring embryo isolation.

Animals grown in normal NGM conditions were collected in M9 and then washed 3x in diH_2_0. Washed animals were then treated with a solution of of 5% sodium hypochlorite and 5 M NaOH,for 5 minutes under agitation. The embryos were then collected via centrifugation and treated with a secondary solution of 10% sodium hypochlorite for less than 1 minute and observed at 4x magnification until remaining detritus was degraded. Eggs were then collected and washed 3x in M9 if the eggs were to be utilized is osmotic stress assays or washed 3x in diH_2_O if eggs were to be utilized in proteomic or metabolomics analysis.

### Osmotic stress assay.

Adult animals raised under normal NGM conditions were collected in M9 buffer solution and embryos were isolated utilizing our embryo isolation protocol (see above). Eggs were then transferred to osmotically stressful culture plates at various concentrations (300, 350, and 400mM NaCl) and incubated at room temperature for 48 hours. Hatched were then quantified and removed utilizing vacuum suction. Arrested animals were then collected using M9 buffer and allowed to recover in normal NGM culture conditions for 24 hours and then quantified. Osmotic stress assays using 500mM NaCl culture conditions were incubated for only 24 hours before quantification and recovery.

### Adaptation assay.

Adolescent mothers (at the L4 larval stage) were transferred in M9 buffer solution from normal NGM cultures to osmotically stressful 300mM NaCl cultures until animals were gravid (approximately 24 hours). After which time the cultures were collected and eggs were isolated using our egg isolation protocol. Harvested eggs were then transferred to 500mM NaCl cultures. After 48 hours hatched animals were quantified and removed utilizing vacuum suction and arrested embryos were collected in M9 buffer solution and allowed to recover in normal NGM culture conditions for 24 hours after which time recovered animals which regain normal activity were quantified.

### Experimental crosses.

To generate heterozygous mutant strains genetic crosses were performed. Adolescent mothers (at the L4 larval stage) from the parental strains were mated with males from the desired strains on NGM culture agar plates for 24–48 hours. The parent carrying the mutations were changed from maternal to paternal depending on the experimental design. Note that mitochondrial mutant males do not mate efficiently, and mutant mothers do not generate large brood sizes. To ensure successful mating males carrying fluorescent tags were ensure that progeny was actually produced from a mating pair. Laid eggs were then individually selected and transferred to 500mM NaCl cultures and allowed to develop at room temperature for 48 hours and the percentage of hatched animals was quantified.

### Proteomics.

*C.elegans* samples were homogenized on the Bead Ruptor Elite (Cat# 19–042E, Omni International) for 30 s in 4% SDS solution containing 1x HALT Protease (Cat# 78442, Thermo Fisher Scientific). Samples were sonicated and clarified via centrifugation and transferred to a Protein LoBind Eppendorf tube. Proteins were quantified using the Pierce BCA Protein Assay Kit (Cat# 23227, Thermo Fisher Scientific) and 100 μg of protein was aliquoted for digestion. Protein digestion utilized the S-Trap (Cat# CO2-Mini, Protifi) platform to remove any SDS prior to LCMS/MS analysis. Briefly proteins were reduced with Dithiothreitol (DTT) for 20 minutes, alkylated with Iodoacetamide (IAA) for 20 minutes and digested overnight with Trypsin/Lys-C (Cat# V5072, Promega) at a ratio of 50:1 (protein:enzyme (w/w)). Peptides were eluted off the S-Trap Column and dried down in a Genevac SpeedVac. Dried samples were then cleaned up with C-18 reverse phase columns from Harvard Apparatus(Cat# 74–4601) and dried down before resuspension for LC-MS/MS analysis. Dried samples were resuspended in 50 μL 0.1% FA (LS118–1, Fisher Scientific) and diluted with 50 μL of 0.1% TFA (LS119–500, Fisher Scientific).

Data Independent acquisition analyses were performed on Orbitrap Eclipse coupled to Vanquish Neo system (Thermo Fisher Scientific). The FAIMS Pro source (Thermo Fisher Scientific) was located between the nanoESI source and the mass spectrometer. 2 μg of digested peptides were separated on a nano capillary column (20 cm × 75 μm I.D., 365 μm O.D., 1.7 μm C18, CoAnn Technologies, Washington, # HEB07502001718IWF) at 300 nL/min. Mobile phase A consisted of LC/MS grade H2O (LS118– 500, Fisher Scientific), mobile phase B consisted of 20% LC/MS grade and H2O and 80% LC/MS grade acetonitrile (LS122500, Fisher Scientific), and both mobile phases contained 0.1% formic acid. The LC gradient was: 1% B to 24% B in 110 min, 85% B in 5 min, and 98% B for 5 min, with a total gradient length of 120 min. For FAIMS, the selected compensation voltage (CV) was applied (−40V, −55V, −70V) throughout the LC-MS/MS runs. Full MS spectra were collected at 120,000 resolution (full width half-maximum; FWHM), and MS2 spectra at 30,000 resolutions (FMWH). Both the standard automatic gain control (AGC) target and the automatic maximum injection time were selected. A precursor range of 380–980 m/z was set for MS2 scans, and an isolation window of 50 m/z was chosen with a 1 m/z overlap for each scan cycle. 32% HCD collision energy was used for MS2 fragmentation. To generate a hybrid library for directDIA^™^ analysis in Spectronaut, pooled samples underwent data-dependent acquisition employing 11 distinct FAIMS CV settings ranging from −30 to 80 CV. Full MS spectra were collected at 120,000 resolution (full width half-maximum; FWHM), and MS2 spectra at 30,000 resolutions (FMWH). Both the standard automatic gain control (AGC) target and the automatic maximum injection time were selected. Ions were filtered with charge 2–5. An isolation window of 1.6m/z was used with quadruple isolation mode. Ions were fragmented using higher-energy collisional dissociation (HCD) with a collision energy of 30%.

DIA data was processed in Spectronaut (version 18, Biognosys, Switzerland) using direct DIA. Data was searched against of Caenorhabditis elegans reference proteome including both UniProt and TrEMBL databases. The manufacturer’s default parameters were used. Briefly, trypsin/P was set as digestion enzyme and two missed cleavages were allowed. Cysteine carbamidomethylation was set as fixed modification, and methionine oxidation and protein N-terminus acetylation as variable modifications. Identification was performed using a 1% q-value cutoff on precursor and protein levels. Both peptide precursors and protein false discovery rate (FDR) were controlled at 1%. Ion chromatograms of fragment ions were used for quantification. For each targeted ion, the area under the curve between the XIC peak boundaries was calculated. To enhance proteome coverage, the DDA raw files were utilized in Library Extension Runs to generate a hybrid library.

### LIMMA Proteomics analysis.

Differential abundance of proteins was performed using LIMMA^44^ and eBayes tools. For differential abundance of proteomics based on 8 replicates of samples (Fig. 1a), proteins with 0 variance and proteins with >30% missingness in any experimental group were removed from analysis. We examined the remaining missingness in the dataset and found that proteins that had missing values in any samples had lower abundance values than proteins without any missingness. Since the missing values were not missing at random, we used a left-censored imputation method (impute.QRILC). Data were then log2 transformed to prepare for LIMMA analysis. We next used LIMMA eBayes to analyze the log2 transformed data with custom contrasts. Both LIMMA and empirical Bayes were performed using robust methods to avoid one protein or sample having too much influence over the results. The results were multiple testing corrected using the Benjamini-Hochberg method to maintain a 5% false discovery rate.

For proteomics comparisons based on 3 biological replicates (Fig. 3), only proteins that exhibited zero variance across all samples were also removed from the analysis. The remaining data were then transformed via variance normalization stabilization to prepare for the LIMMA eBayes analysis. We next used LIMMA eBayes to analyze the normalized data with custom contrasts. Both LIMMA and empirical Bayes were performed using robust methods to avoid one protein or sample having too much influence over the results. The results were multiple testing corrected using the Benjamini-Hochberg method to maintain a 5% false discovery rate.

### Metabolomics.

Metabolites were extracted from embryos using a modified Bligh-Dyer. Briefly, embryos were diluted to 310μL in ice-cold water, to which 690μL of ice-cold chloroform:methanol (1:1, v/v) was added. The sample was vortexed, sonicated for 5 minutes in a water-bath sonicator, and incubated on wet ice for 40 minutes. Samples were then centrifuged at 14,000×g for 10 min at 4C. 450μL of the upper, aqueous layer was collected and dried in a vacuum evaporator. Of the remaining aqueous layer, 25–50 μL of each sample was collected and pooled to serve as a pooled quality control sample in LCMS and GCMS analysis. Dried extracts were resuspended in 45μL of LCMS grade water containing 0.5ug/mL D5 glutamate (DLM-556, Cambridge Isotopes) as an internal standard.

Metabolomics data were collected on an Orbitrap Exploris 240 (Thermo) using a tributylamine ion-paired reversed phase chromatography (PMID: 37095747). 2μL of resuspended extracted were injected on the LC column (ZORBAX Rapid Resolution HD; 2.1 × 150 mm, 1.8 μm; 759700–902, Agilent). Mobile phase A was 3% methanol, and mobile phase B was 100% methanol, each containing mM tributylamine (90780, SigmaAldrich, St Louis, MO, USA), 15 mM acetic acid and 2.5 μM medronic acid (5191–4506, Agilent Technologies, Santa Clara, CA, USA). The LC gradient was: 0–2.5 min 0% B, 2.5–7.5 min ramp to 20% B, 7.5–13 min ramp to 45% B, 13–20 min ramp to 99% B, 20–24 min hold at 99% B. Flow rate was 0.25 mL/min, and the column compartment was heated to 35°C. The column was then backflushed with 100% acetonitrile for 4 min (ramp from 0.25 to 0.8 mL/min in 1.5 min) and re-equilibrated with mobile phase A for 5 min at 0.4 mL/min. The H-ESI source was operated at spray voltage of −2500 V, sheath gas: 60 a.u., aux gas: 19 a.u., sweep gas: 1 a.u., ion transfer tube: 300°C, vaporizer: 250°C. Full scan MS1 data was collected from 70 to 800 m/z at mass resolution of 240,000 FWHM with RF lens at 35%, and standard automatic gain control (AGC). ddMS2 data were collected on pooled samples with MS1 resolution at 60K, intensity threshold at 2.0 × 104, dynamic precursor exclusion for 10s, and MS2 resolution at 30K with stepped collision energies at 20, 35, and 50%. Data were analyzed in Skyline (v23.1) using a compound list curated from standard verified retention time, accurate mass MS1 (+/− 5ppm), and MS2 fragmentation spectra.

For measurement of glycerol, samples were dried post LCMS analysis and subjected to derivatization with 30 μL of methoxyamine (11.4 mg/mL) in pyridine and 70 μL of MTBSFA+1%TMCS TBDMS for GCMS analysis on an Agilent 7890GC/5977bMSD as described previously (PMID: 35981545, PMID: 31747582). The oven program was: initial 95°C ramp to 118°C at 40°C/min then hold for 2 min, then ramp to 300°C at 12°C/min, and hold at 300°C for 5 min. A neat standard of glycerol was derivatized and used to determine retention time (10.77min) and fragment ions (170.8, 188.7, 289, and 377). 170.8m/z was used as the quantifier ion, and others used to qualify the peak. Data were analyzed in Skyline.

### Oocyte dissections

Animals were raised to adolescence (L4 stage) under normal culture conditions on NGM and then split into separate cultures, control or 300mM NaCl media, until day 1 of adulthood. Animals were then collected in M9 buffer and washed 3x. Single animals were then transferred to a microscope slide and dissected in a 10uL drop of paralytic 0.5 mg/mL tetramisole in M9. The procedure was performed using a dissection microscope at 4x magnification. The first incision was performed using a number 11 surgical scalpel on the paralyzed animal just posterior to the pharynx, exposing the intestine and the anterior gonad arm. The exposed gonad arm was then removed utilizing a 25 G × 5/8 needle and transferred to a 10uL solution of pure M9. The −1, −2, and −3 oocytes were then separated from the gonad arm using a 34 gauge RN needle, resulting the separation of the oocytes connected together with a small amount of gonadal sheath. These cells were then transferred via eyelash pick into 8uL of SMART seq solution and frozen at −80 C.

### Oocyte RNA-seq and analysis.

RNA was prepped from oocytes using the Direct-zol RNA microprep kit (ZYMO Research) and was sequenced using an Illumina NovaSeq 6000. Reads were aligned to the WBcel235 reference genome and quantified with STARsolo. A gene matrix composed of a row for each gene and column for each sample was built and brought into R using SummarizedExperiment. Genes with fewer than ten reads across all samples were removed. Differential analysis of the quantified genes was performed with DESeq2^45^.

### Statistical analysis.

ANOVA analysis with post hoc p-value calculations was used for Figs. 1c, 1d, 1e, 1f, 2d, 2e, 2f, 3c, 3d, 4b, 4c, 4g, and Supplementary Fig. 2b. Fisher’s exact test was used for Figs. 2a, 2b, and 3e. Unpaired two-tailed Student’s t-test was used for Figs. 4a, 4d, 4e, 4f, and Supplementary Fig. 2a. LIMMA analysis for global proteomics (Fig. 1a) and DESeq2 analysis for RNA-seq (Supplementary Fig. 1) are described above in separate sections. No statistical method was used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

## Supplementary Material

Supplement 1

## Figures and Tables

**Figure 1.**
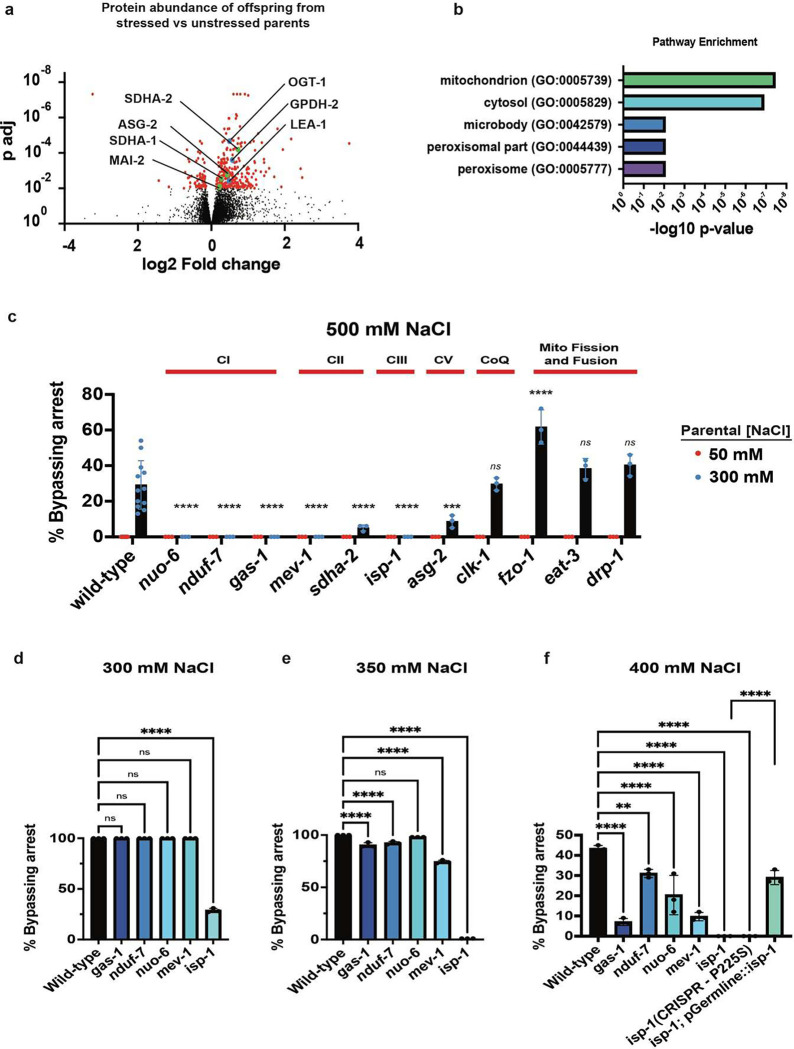
Proper OxPhos function is required for *C. elegans* to intergenerationally adapt to osmotic stress. (a) Volcano plot of 7,161 detected proteins in wild-type *C. elegans* embryos from parents exposed to either 50 mM (normal) or 300 mM NaCl (stressed) for 24 hours. Red dots are the 371 proteins that exhibit significant (*padj* < 0.01) changes in abundance relative to the 50 mM NaCl condition. (b) Cellular components with a significant (*padj* < 0.01) enrichment over expected in the offspring of parents exposed to 300 mM NaCl. Enrichments were determined with WormEnrichr^46,47^. (c) Percent of wild-type, *nuo-6(qm200), nduf-7(et19), gas-1(fc21), mev-1(kn1), sdha-2(tm1420), isp-1(qm150), asg-2(tm1472), clk-1(qm30), fzo-1(tm1133), eat-3(ad426),* and *drp-1(tm1108)* animals developing after 48 hours of exposure to 500 mM NaCl. Red dots represent offspring from parents grown under normal osmotic conditions (50 mM NaCl). Blue dots represent offspring from parents exposed to 300 mM NaCl for 24 hours. *n = 3* replicates of > 40 offspring per replicate. Error bars – s.d. (d) Percent of wild-type, *nuo-6(qm200), nduf-7(et19), gas-1(fc21), mev-1(kn1),* and *isp-1(qm150)* mutants mobile and developing after 48 hours of exposure to 300 mM NaCl. n = 3 replicates of > 100 animals per replicate. Error bars – s.d. (e) Percent of wild-type, *nuo-6(qm200), nduf-7(et19), gas-1(fc21), mev-1(kn1),* and *isp-1(qm150)* mutants developing (compared to those that have entered a state of near suspended animation) after 48 hours of exposure to 350 mM NaCl. n = 3 replicates of > 100 animals per replicate. Error bars – s.d. (f) Percent of wild-type, *nuo-6(qm200), nduf-7(et19), gas-1(fc21), mev-1(kn1),* and *isp-1(qm150)* mutants mobile and developing after 48 hours of exposure to 350 mM NaCl. pGermline refers to animals that express a wild-type copy of *isp-1* under the control of the *pie-1* promoter. CRISPR-P225S represents a CRISPR re-creation of the *qm150* allele – see methods. *n* = 3 replicates of > 100 animals per replicate. Error bars – s.d. *** p <0.001, **** p < 0.0001.

**Figure 2.**
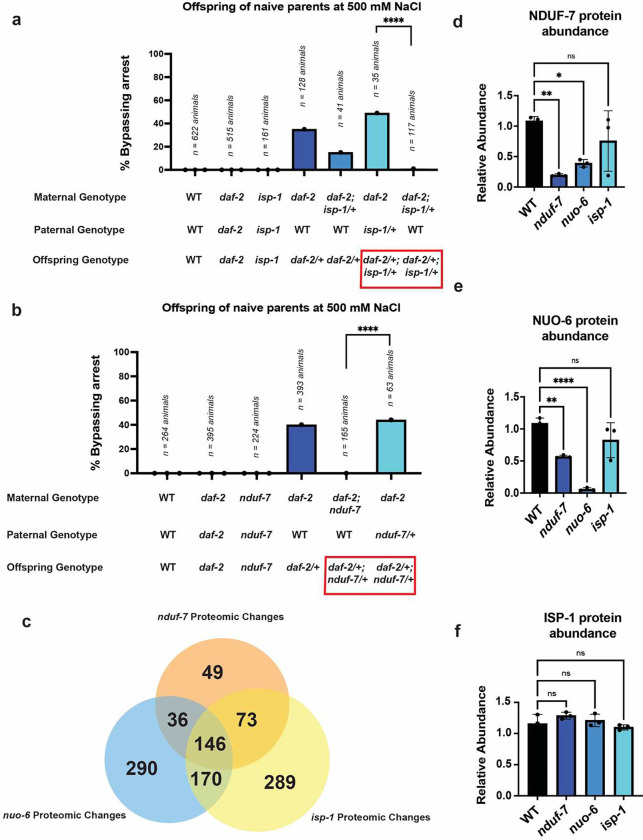
Proper maternal OxPhos composition is required to link maternal insulin signaling to oocytes to offspring response to osmotic stress at hatching. (a) Percent of wild-type, *daf-2(e1370),* and *isp-1(qm150)* mutant animals developing and mobile after 48 hours of exposure to 500 mM NaCl. *daf-2(e1370); isp-1(qm150)/+* animals harbor the *nT1[qIs51]* balancer to maintain heterozygous animals. Cross progeny from heterozygous parents were individually genotyped for each animal, and total animals for each cross are listed. Paternal genotype also contained *him-8(e1489); otIs181* to generate male animals, and confirm cross progeny as previously described^3^. The red box highlights genetically identical offspring that have different responses to osmotic stress. (b) Percent of wild-type, *daf-2(e1370),* and *nduf-7(et19)* mutant animals developing and mobile after 48 hours of exposure to 500 mM NaCl. Cross progeny from heterozygous parents were individually genotyped for each animal, and total animals for each cross are listed. Paternal genotype also contained *him-8(e1489); otIs181* to generate male animals and confirm cross progeny, as previously described^3^. The red box highlights genetically identical offspring that have different responses to osmotic stress. (c) Venn Diagram of proteins that change in abundance by proteomics profiling in *nuo-6(qm200), nduf-7(et19),* and *isp-1(qm150)* mutant embryos. See Supplementary Table 2 for complete list of individual proteins. (d) Relative abundance of NDUF-7 protein in *nuo-6(qm200), nduf-7(et19),* and *isp-1(qm150)* mutant embryos. n = 3 replicates. Error bars – s.d. (e) Relative abundance of NUO-6 protein in *nuo-6(qm200), nduf-7(et19),* and *isp-1(qm150)* mutant embryos. n = 3 replicates. Error bars – s.d. (f) Relative abundance of ISP-1 protein in *nuo-6(qm200), nduf-7(et19),* and *isp-1(qm150)* mutant embryos. n = 3 replicates. Error bars – s.d. * = *p* < 0.05, ** = *p* < 0.01, **** = *p* < 0.0001

**Figure 3.**
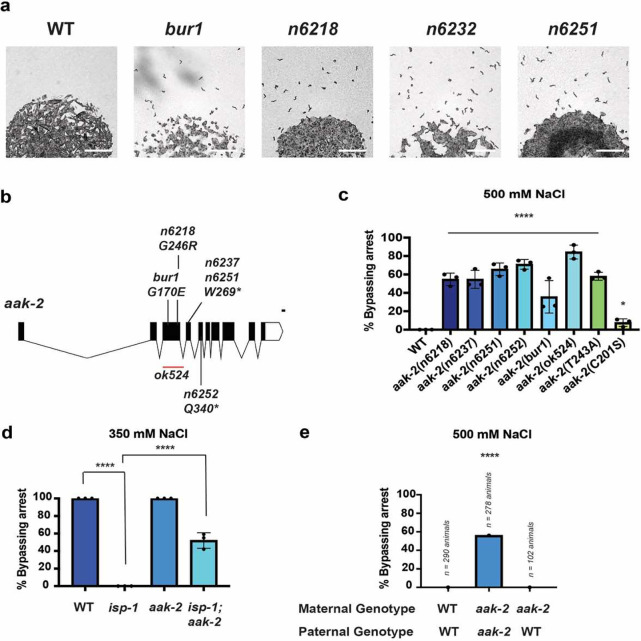
ETC dysfunction regulates *C. elegans* response to osmotic stress via and AMP-kinase/aak-2 dependent mechanism. (a) Representative images of >500 wild-type and *aak-2* mutant *C. elegans* embryos placed on NGM agar plates containing 500 mM NaCl for 48 hours. 100% of wild-type animals enter suspended animation at hatching, while a fraction of *aak-2* mutants bypass suspended animation and continue developing. For imaging purposes, plates contained no food and mobile animals remain in the L1 larval stage. Scale bars 1 mm. (b) Diagram of the *aak-2* mutations recovered from mutagenesis screens. Red bar represents deletion region. (c) Percent of wild-type and *aak-2* mutant animals developing and mobile after 48 hours of exposure to 500 mM NaCl. *n* = 3 replicates of >100 animals per replicate. Error bars – s.d. (d) Percent of wild-type, *aak-2(n6251),* and *isp-1(qm150)* mutants developing and mobile after 24 hours of exposure to 350 mM NaCl. *n* = 3 replicates of >100 animals per replicate. Error bars – s.d. (e) Number of wild-type and *aak-2(n6251)* mutant cross progeny developing and mobile after 48 hours of exposure to 500 mM NaCl. Paternal genotypes also contained *him-8(e1489); otIs181* to generate male animals and confirm cross progeny, as previously described^3^.

**Figure 4.**
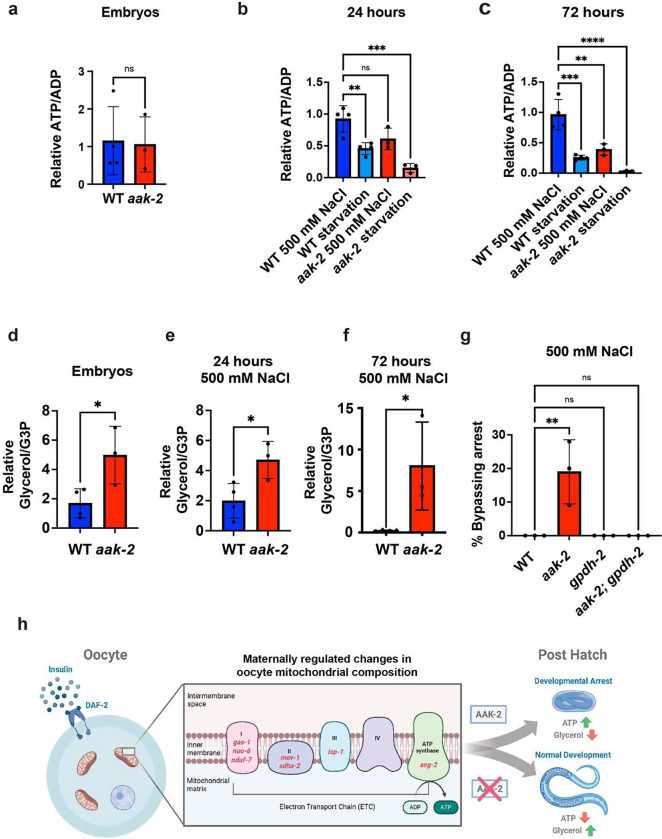
AAK-2 promotes ATP preservation and antagonizes glycerol metabolism to regulate *C. elegans* response to osmotic stress. (a) Relative ATP/ADP ratio (measured by LC/MS) in wild-type and *aak-2(ok524)* mutant embryos. n = 3 replicates. Error bars – s.d. (b) Relative ATP/ADP ratios in wild-type and *aak-2(ok524)* mutant L1 stage animals exposed to 500 mM NaCl (and without food) or starved for 24 hours. n = 3 replicates. Error bars – s.d. (c) Relative ATP/ADP ratios in wild-type and *aak-2(ok524)* mutant L1 stage animals exposed to either 500 mM NaCl (without food) or starved for 72 hours. n = 3 replicates. Error bars – s.d. (d) Relative glycerol/glycerol-3-phosphate (G3P) ratio measured by GC/MS (glycerol) and LC/MS (G3P) in wild-type and *aak-2(ok524)* mutant embryos. n = 3 replicates. Error bars – s.d. (e) Relative glycerol/G3P ratio in wild-type and *aak-2(ok524)* mutant L1 stage animals exposed to either 500 mM NaCl in the absence of food or starvation for 24 hours. n = 3 replicates. Error bars – s.d. (f) Relative glycerol/G3P ratio in wild-type and *aak-2(ok524)* mutant L1 stage animals exposed to either 500 mM NaCl (without food) or starved for 72 hours. n = 3 replicates. Error bars – s.d. (g) Percent of wild-type, *aak-2(n6251),* and *gpdh-2(ok1733)* mutant animals developing and mobile after 24 hours of exposure to 500 mM NaCl. *n* = 3 replicates of >100 animals per replicate. Error bars – s.d. (h) Proposed model for how maternal exposure to osmotic stress influences offspring response to future osmotic stress.

## Data Availability

RNA-seq data that support the findings of this study have been deposited at NCBI GEO and are available under the accession code GSE261225. Proteomics data that support the findings of this study have been deposited in the PRIDE repository and are available under the accession code PXD050192.

# Supplementary material for: Oocyte mitochondria link maternal environment to offspring phenotype
**Source:** Res Sq. 2024 Mar 29:rs.3.rs-4087193. Preprint. [Version 1] doi: 10.21203/rs.3.rs-4087193/v1
**Supplement:** Supplement 1

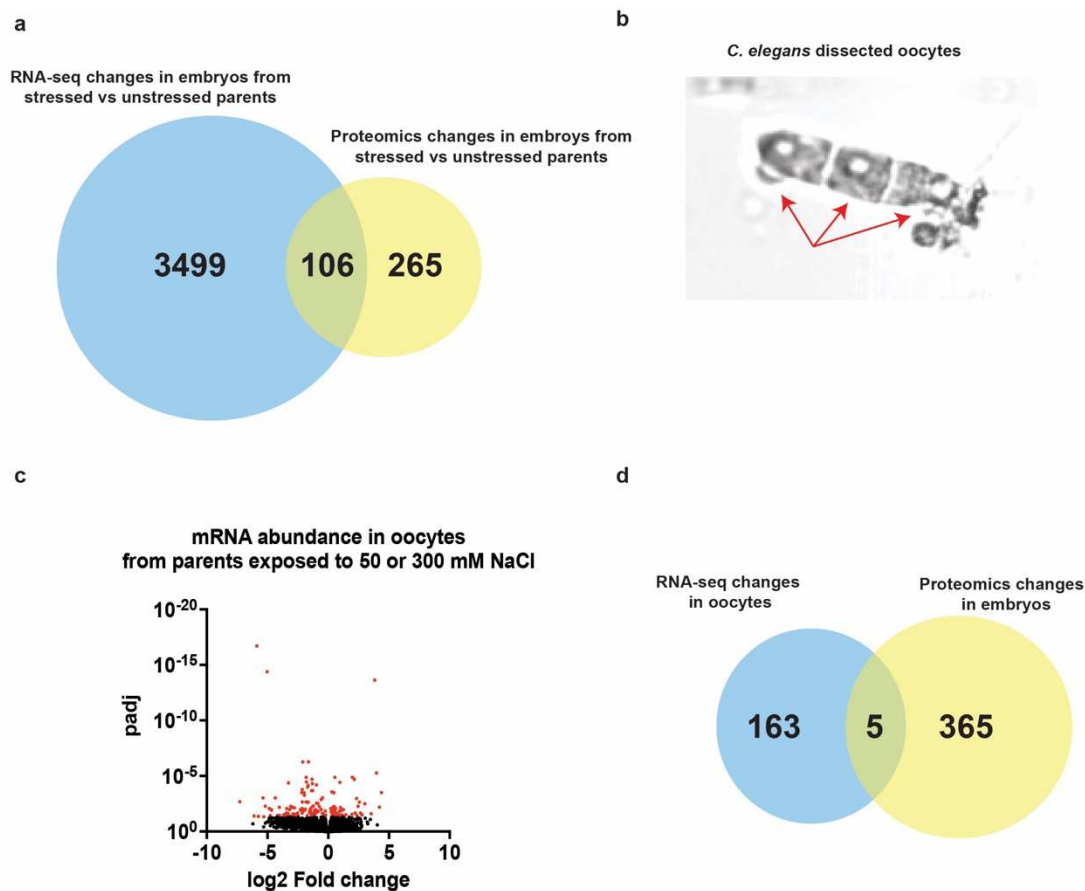

785

786

787

788

789

790

791

792

793

794

795

**Supplementary Figure 1. Comparison of proteomics and RNA-seq in offspring from parents exposed to osmotic stress.** (a) Overlap between detected changes in protein abundance (this study) and differentially expressed genes from Burton et al. 2017. (b) Representative image of three dissected oocytes from *C. elegans* (red arrows). A small amount of sheath remains attached to the oocytes. (c) Volcano plot of differentially expressed genes in dissected oocytes from animals exposed to either 50 mM or 300 mM NaCl for 24 hours. Red dots represent statistically significant changes in abundance ( $padj < 0.01$ ). (d) Overlap between detected changes in protein abundance and differentially expressed genes in dissected oocytes (from panel (b)) from parents exposed to either 50 mM or 300 mM NaCl for 24 hours.

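The volcano plot rests on the log2 fold change and the adjusted p of the authors' deposited table. The adjusted p is present for 16466 genes and empty for the others, all with a mean normalized count of 2.159 or less, while every gene has a p-value. Benjamini-Hochberg adjustment over the 16466 genes, recomputed from the p-values, differed from the authors' deposited table by at most 1.58e-14. Without adjustment, 1819 genes (8.48%) had a p under 0.05 in the authors' deposited table. Between 0.01 and 0.05 of adjusted p lie 106 genes of the authors' deposited table, 37 higher and 69 lower at 300 mM NaCl.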

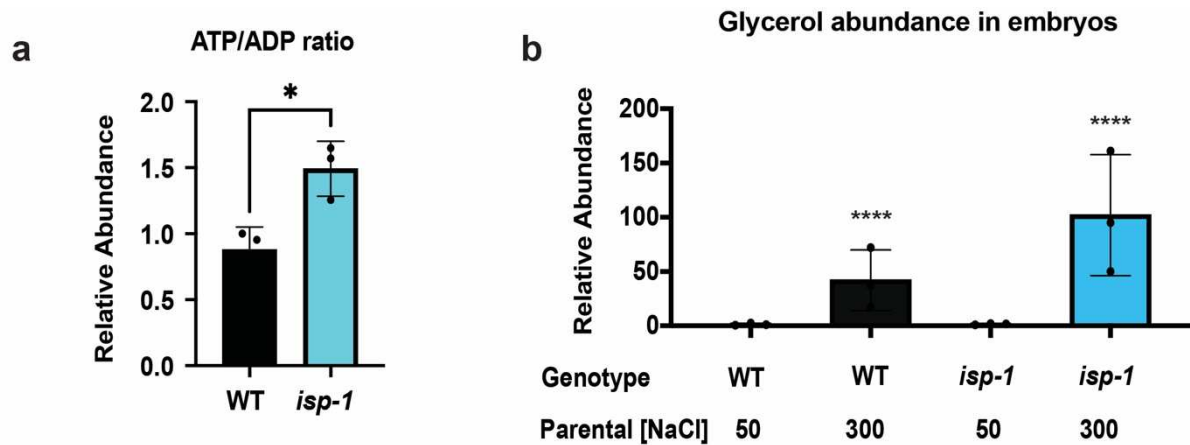

**Supplementary Figure 2. The *isp-1(qm150)* mutation did not decrease global ATP**

**abundance or cause defects in glycerol metabolism in response to osmotic stress. (a)**

Relative ATP/ADP ratio in wild-type and *isp-1(qm150)* mutant embryos as measured by LC/MS.

*n* = 3 replicates. Error bars – s.d. (b) Relative glycerol abundance in wild-type and *isp-1(qm150)*

mutant embryos as measured by GC/MS. *n* = 3 replicates. Error bars – s.d.

812 **Supplementary Table 1. Global protein abundance in embryos from parents exposed to 50**  
813 **mM or 300 mM NaCl.** Average fold change and statistical significance for 7,161 proteins  
814 detected by global proteomics in embryos from parents exposed to 50 mM or 300 mM NaCl. 8  
815 replicates per condition.

816

817 **Supplementary Table 2. Global mRNA abundance in oocytes from adults exposed to 50**  
818 **mM or 300 mM NaCl.** Average fold change in mRNA abundance for all genes detected in  
819 oocytes dissected from adults exposed to either 50 mM or 300 mM NaCl for 24 hours. 

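Supplementary Table 2 itself was not used here. The authors' deposited table lists genes by WormBase identifier and name, and its fold changes are model estimates over the libraries entered. A gene's mean normalized count sets much of its precision. In the authors' deposited table the lowest mean is 0.0308 and the median is 12.3. The median standard error of the log2 fold change was 0.23 over the 11279 genes with a mean of at least 10, and 0.85 over the genes below it.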

Three  
820 oocytes were dissected from one animal per replicate. Three replicates per condition.

821

822 **Supplementary Table 3. Global protein abundance in wild-type and ETC mutant animals.**  
823 Average fold change and statistical significance of all proteins detected in wild-type, *nuo-*  
824 *6(qm200)*, *nduf-7(et19)*, and *isp-1(qm150)* mutant embryos. Three replicates per condition.

825

826 **Statistics Source Data. Source data for all figures.**

827

828

How the deposited data were processed for this re-analysis (not part of the article)

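Oocytes were dissected from wild-type *C. elegans* exposed to 50 mM or 300 mM NaCl, and their RNA was sequenced by the authors. The labels map 8 libraries to 300 mM NaCl and 9 to the control, and the mapping was written by hand from the labels and the paper. The authors aligned the reads to WBcel235, quantified them with STARsolo, removed genes with fewer than 10 reads across all samples and fitted the comparison with DESeq2. The tool versions, the model formula and the libraries entered are not named in the paper's text.

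The authors' deposited table holds their comparison. Its mean normalized count is a signal that the authors averaged over all libraries entered, after dividing read counts by a size factor per library. The authors' fold change and its standard error are on the log2 scale. The Wald score deposited by the authors is the log2 fold change divided by its standard error, which was checked (largest difference 2.4e-14). The p-value deposited by the authors is the two-sided normal p of that score, and the adjusted p covers 16466 of 21459 genes. No column holds values of a single library.

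The tests planned before the data were examined had a branch for counts per library and a branch for a table of the authors' comparison, and the second applied. No test across libraries, no pairing of replicate numbers, no fit without a replicate and no count of other splits of the libraries could therefore be made. The depth of each library is unknown, and precision is given by the authors' standard errors only.

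From the authors' deposited table, the genes under an adjusted p of 0.01 (main) and 0.05 were counted in each direction. The adjustment was recomputed with Benjamini-Hochberg over every gene, Benjamini-Hochberg over genes with a mean normalized count of at least 10, and Bonferroni. Intervals are the log2 fold change with 1.96 standard errors on each side. The genes named were chosen by a rule written before the data were examined. It took 19 genes listed by hand, and the 5 that rose and the 5 that fell with the smallest p among those under an adjusted p of 0.01. The paper studies the protein or mutant of each gene on the list of 19 except *asg-1*, which it only names. The list leaves out *him-8*, whose mutant the paper used to produce males for crosses. Genes outside this rule were chosen after their values were seen.

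Gene lists (nuclear OxPhos subunits, ribosomal proteins, genes of the response to osmotic stress, and markers of oocyte, gonadal sheath, intestine and sperm) were written before the data were examined. The mitochondrially encoded protein genes in that list matched no name in the table, and the 12 protein-coding genes that the annotation places on mitochondrial DNA were used in their place, a choice made after seeing the data. The median log2 fold change of each list was placed among 10000 random lists of the same size, drawn in 20 bins of mean normalized count from genes with a mean of at least 10. For X-linked genes, 1000 autosomal lists were drawn. Where length was matched too, 10 bins of mean and 5 bins of exon length were used. Random draws used a fixed seed. Positions, gene types and overlaps came from release 115 of the Ensembl annotation of WBcel235, which held 21399 of the 21459 identifiers. The other 60 have no position here.

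The adjustment and the list percentile were tested on simulated data built from the authors' deposited standard errors for 21459 genes. Of 200 changed genes, each planted at the same large multiple of its own standard error, 98.5% were recovered at an adjusted p of 0.01. Of the calls, 0.51% were false. The size of the planted changes fixed this high recovery, so it does not give the power of the authors' comparison. Noise was drawn independently for each gene, so genes that vary together were not represented. Among the 11279 genes with a mean of at least 10, a list shifted by 0.3 reached percentile 100. That shift is larger than the nuclear OxPhos median of 0.05, so a shift of that smaller size was not tried. Of 100 unshifted lists, 8 fell outside percentiles 2.5 to 97.5. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Embryo proteins and embryo mRNA were not analysed here.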

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

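The test of gonadal sheath markers was chosen after the fold changes had been seen, and the test of overlapping genes before. The 5 genes with the smallest p among those that rose at 300 mM NaCl in the authors' deposited table are not discussed in the paper, and each stood above its level in the control libraries. Their log2 fold changes in the authors' deposited table were 3.82 for *snf-3*, 3.97 for *pgph-3*, 0.54 for *coq-6*, 1.98 for *C07H6.9* and 2.14 for *dhs-21*. The adjusted p in the authors' deposited table ranged from 2.34e-14 (*snf-3*) to 2.00e-05 (*dhs-21*), and all 5 kept their direction relative to the median of nuclear OxPhos and ribosomal protein genes (*coq-6*, the smallest, at 0.31).

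More sheath RNA in the libraries from 300 mM NaCl would raise sheath transcripts. The 11 gonadal sheath markers had a median log2 fold change of 0.013, at percentile 67.6 of lists matched on mean normalized count. Of these, 4 are X-linked, and the 7 autosomal ones had a median of -0.024 at percentile 29.8 of autosomal lists. Neither median stood apart from matched lists, so no general rise in sheath RNA was detected. The median standard error of the 11 markers was 0.34, against 0.14 in matched lists, so a small rise could go unseen. The markers bear on the amount of sheath RNA, and not on a change of single transcripts within the attached sheath. Reads of overlapping genes are a further candidate explanation. Of the 5 genes, 4 overlap no annotated gene on either strand, and *dhs-21* overlaps *R11D1.10* on the opposite strand. *pgph-3* belongs to a family with similar members, and sharing of reads within it was not tested. Whether a rise rests on a few libraries could not be examined, because the authors' deposited table has no values of single libraries. A response of the oocyte to 300 mM NaCl remains a hypothesis, since the libraries also hold RNA of sheath from the same animals. Of the 8 genes listed beforehand for the response to osmotic stress, the 4 with a mean of at least 10 (*gpdh-1*, *gpdh-2*, *lea-1* and *ogt-1*) were all higher, with a median of 0.19 at percentile 98.9, and 0 of them had an unadjusted p under 0.05. Their median was -0.05 relative to the nuclear OxPhos and ribosomal protein genes. Chosen after their values were seen, *osm-11* had a log2 fold change of 4.39 (adjusted p = 3.17e-04) and *gck-3* one of 0.40 (adjusted p = 0.0382) in the authors' deposited table, while *gpdh-3*, chosen in the same way, had one of -0.06 (adjusted p = 0.943). *coq-6* encodes an enzyme of ubiquinone synthesis, and the ubiquinone synthesis gene that the paper names, *clk-1*, had a log2 fold change of 0.07 in the authors' deposited table (p = 0.616).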

How the results depend on the processing

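The alternatives below were set before the data were examined unless stated otherwise. No paired analysis was possible because the authors' deposited table holds one comparison over all libraries and no column carries a replicate number. For the same reason the alternatives that need counts per library were not run: the choice of count test and normalization, the filter on low counts, summing libraries within a replicate number, the replicate block, and leaving out each replicate in turn.

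The count of 64 differentially expressed genes became 170 at an adjusted p of 0.05 and 23 under Bonferroni correction. It stayed between 49 and 69 under the other 4 alternatives, which were Benjamini-Hochberg adjustment over every gene or over genes with a mean of at least 10, an absolute log2 fold change of at least 1, and protein-coding genes only. More genes were lower than higher under each of these settings.

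The log2 fold change of *gpdh-2*, 0.09, was 0.10 relative to the median of genes with a mean of at least 10. It was -0.14 relative to the median of the nuclear OxPhos and ribosomal protein genes, which itself lay at 0.23. The ribosomal protein genes in that reference were higher at 300 mM NaCl (median 0.37), and they make the reference high. It subtracts the same value from every gene, so on that scale any value between 0 and 0.23 changes sign, and the sign change says nothing about *gpdh-2* by itself. The medians of nuclear OxPhos (-0.18), mitochondrially encoded (-0.09) and sheath (-0.22) genes changed sign in the same way.

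The percentile of the nuclear OxPhos median, 98.4, was 93.9 with lists not matched on mean expression, 98.8 for genes with a mean of at least 100, 99.1 with the Wald score, 95.4 with the mean of the list and 85.5 for complex I alone. The cause of these shifts was not tested. The values for unmatched lists, the mean of the list and complex I lie within the central 95% of the random lists, so under those 3 settings the list did not stand apart.

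Among alternatives chosen after seeing the data, the median of the sperm gene families, -3.10, became 0.045 for genes with a mean of at least 100, where 7 genes were left, 6 of them *spe* genes. The medians of the other marker lists kept their direction with a mean of at least 100, with no filter, and with the mean in place of the median. The size of the intestine marker value varied. It was -0.77 in the main setting, -0.96 with a mean of at least 100, -0.27 with no filter and -0.61 with the mean. The median standard error on the X chromosome, 0.41, was 0.41 with a mean of at least 100 and 0.56 with no filter, while that of autosomal genes went from 0.20 to 0.13 and 0.44. The adjusted p of each of the 29 named genes stayed on its side of 0.01 under the 3 other adjustments. The depth of single libraries is unknown, so what it limits could not be set apart from variation between animals.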

Differences from the paper's values

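The paper gives 169 differentially expressed genes in oocytes, and 64 genes are under the adjusted p of 0.01 of its legend in the authors' deposited table. With an adjusted p of 0.05, the count was 170, within 1.5 times the paper's 169. Of the alternatives set before the data were examined, the others that could be run did not close the gap. Benjamini-Hochberg adjustment over every gene gave 56, over genes with a mean of at least 10 it gave 69, Bonferroni correction gave 23, an absolute log2 fold change of at least 1 gave 49, and protein-coding genes alone gave 59.

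The paper's supplement gives 3 replicates per condition, while the labels list 8 libraries for 300 mM NaCl and 9 for the control. Summing libraries within a replicate number, an alternative set before the data were examined, was not run because it needs counts per library. The labels group the libraries of each condition under 3 replicate numbers.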

Other observations

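In this part, the tests of gene length (for the X chromosome and for ribosomal protein genes) and of the standard errors of sheath markers were chosen before their results were seen, and the others after the patterns had been seen. The marker lists themselves were written before the data were examined. For the standard errors of sheath markers and the tests of the *msp* genes, sperm families and intestine markers, the reading was set after the values were seen, and leaves the explanation open. For the spread of Wald scores it was also set afterwards.

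Fold changes of X-linked genes were less precise than those of autosomal genes. Over the 1427 X-linked genes with a mean normalized count of at least 10, the median standard error of the log2 fold change was 0.41, against 0.20 over 9823 autosomal genes. Mean expression and gene length did not account for it. The X median lay at percentile 100 of 1000 autosomal lists matched on mean normalized count (whose medians centred on 0.25) and at percentile 100 when exon length was matched too. The Wald scores of X-linked genes spread less (standard deviation 0.966) than those of matched autosomal lists (1.32). Among genes with a mean of at least 100 the spread was 0.651 over 699 genes on X and 1.08 on autosomes. Independent standard normal scores for 699 genes gave a standard deviation between 0.948 and 1.05 in the central 95% of 10000 draws. The spread on X was below that range. If the authors' standard errors are of the right size, this goes against noise that is independent from gene to gene for these more abundant transcripts. Standard errors that are too large would also narrow the spread, and this was not tested. The spread over X-linked genes with a mean of at least 10, and that with no filter (0.993), lay within the range of such draws, so for all X-linked genes independent noise is not set aside. A candidate explanation is that the transcripts of the X chromosome vary together between libraries, at least the more abundant ones. The median log2 fold change on X was -0.19, against 0.011 in matched autosomal lists. Varying amounts of gonadal sheath are a possible source. The 7 autosomal sheath markers had a median standard error of 0.28, less than on X but at percentile 99.9 of matched lists, so this explanation cannot be set aside. A biological difference, such as the stage of the oocytes taken, was not tested, since no values of single libraries were at hand.

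Transcripts of several sperm gene families were lower at 300 mM NaCl with wide errors. The 44 genes of the *msp*, *ssp* and *spe* families with *gsp-3* and *gsp-4* had a median log2 fold change of -3.10 and a median standard error of 1.22. Of the 44, 37 were lower, 31 had a p under 0.05 and 3 an adjusted p under 0.05 in the authors' deposited table, while 30 were under 0.05 when adjusted over the list alone. The 24 *msp* genes were all lower (median -3.24). They are near-identical, so their reads may be shared, and the median of the 20 other genes was -0.22. These were not of a kind, since the 7 *ssp*, *gsp-3* and *gsp-4* genes had a median of -3.46 and the 13 *spe* genes one of 0.045. No loss of sheath RNA was detected in the sheath markers (percentile 67.6, and 29.8 for the autosomal ones). The 9 intestine markers, of which 1 was higher, were lower as a list. Their median was -0.77 at percentile 0.01, with a median standard error of 0.92. The 3 autosomal ones had a median of -0.011 (percentile 46.5). The 6 X-linked ones had a median of -1.01, lower than every one of 10000 X-linked lists matched on mean normalized count. Of these 6, 5 are *vit* genes with similar sequences, and 0 of the 9 markers had an unadjusted p under 0.05, so a general fall on X is not set aside and whether less RNA from the intestine was carried over stays open. Less sperm carried over at 300 mM NaCl is a candidate explanation. It would move sperm genes by a common factor. The standard deviation of the 44 log2 fold changes was 1.37 times their median standard error, so the list as a whole did not move together. The list mixes the *spe* genes (median 0.045) with families that fell (medians -3.24 and -3.46). The spread of the whole list therefore does not decide whether the families that fell share a factor. For the *msp* genes alone the standard deviation was 0.479 times the median standard error. Shared reads would also make their values alike, so this does not tell a common factor from shared reads. Adding *nspa*, *nspd*, *nsph*, *smz*, *sss* and *spch* genes, chosen after their values were seen, gave 63 genes with a median of -3.18. Among genes with a mean of at least 10, a standard error above 0.8 and a log2 fold change beyond 2 in either direction, 149 were lower and 3 higher. Whether a few control libraries carry these transcripts cannot be told from the authors' deposited table.

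Ribosomal protein transcripts were higher at 300 mM NaCl as a list, while 1 of 77 genes had an adjusted p under 0.05 in the authors' deposited table. Their median log2 fold change was 0.37, or 0.38 relative to the median of genes with a mean of at least 10, and 69 of 77 were higher. The median lay at percentile 100 of lists matched on mean normalized count. It also lay at percentile 100 of lists of other genes matched on mean and exon length, which goes against better recovery of short genes in one group. Their median standard error was 0.36, against 0.15 in matched lists, so these transcripts may also vary together between libraries, and a list percentile then overstates how far the groups differ. The 12 mitochondrially encoded protein genes were all higher (median 0.15, percentile 100), with 0 under an unadjusted p of 0.05, and their median was -0.09 relative to the nuclear OxPhos and ribosomal protein genes. The 15 oocyte markers had a median of -0.08 (percentile 0.765).

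The *hsp-16* genes, named in part by the rule on the smallest p, were lower at 300 mM NaCl in 6 of 6 members, with 2 under an adjusted p of 0.01 in the authors' deposited table. The rest were chosen after their values were seen. A lower abundance of all chaperone transcripts would lower chaperones outside the *hsp-16* family too. The 7 chaperone genes taken from outside that family had a median log2 fold change of -0.014. Whether each of them is expressed without stress was not examined. *F44E5.5*, a heat-shock gene of another family chosen after its value was seen, had a log2 fold change of -2.19 (adjusted p = 3.28e-04) in the authors' deposited table. *F44E5.4*, chosen in the same way, had one of -1.69 (adjusted p = 0.0601) there. Both had means below 10. A stress response in some of the control dissections is a hypothesis that needs values of single libraries, and was not tested.

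Of the 21459 genes, 463 had a mean normalized count below 10 reads spread evenly over 17 libraries. The size factors and the libraries entered are not in the authors' deposited table, so this count does not tell how many libraries entered.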
